A study of Rattus norvegicus with 4 samples.

How the data were processed

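The series holds 4 RNA-seq libraries from rat liver, 1 each for sevoflurane 0 h, sevoflurane 6 h, desflurane 0 h and desflurane 6 h. According to the sample labels, pieces of liver were kept in RNAlater, total RNA was purified with an RNeasy Midi kit and stranded libraries were made with a TruSeq total RNA kit that includes removal of ribosomal RNA. The groups were taken from the labels, and a library was assigned to a group by its title. The series description states that livers of control and anesthetized animals were taken 6 h apart, and that the experiment was later repeated with a common hour of harvest. That repeat was not analysed here. The aligner, its version, the genome build and the annotation of these libraries are not given in the sources used here.

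The authors deposited a gene abundance table per library, with the column layout written by the assembler StringTie. Each table lists named reference genes and, beside them, loci assembled from the reads. The deposited TPM values of the assembled loci alone reach the full total of a TPM column, and the named genes add between 0.766 and 0.789 of that total, so the deposited column was handled as a score in which each value is a TPM but the whole column exceeds that sum. The FPKM values deposited by the authors differ from TPM by a constant factor within each library, between 1.48 and 1.57. The deposited coverage is the mean depth per base of a gene and is not scaled for library size. Coverage divided by FPKM was constant within 1% for between 97.1% and 97.4% of named rows above an FPKM of 0.5 in each library, and this ratio was taken as the aligned bases of the library (3.50, 5.38, 5.29 and 5.57 Gb). The tables hold no read counts, so no counting interval could be given for a value, and the shallower sevoflurane 0 h library has the least precise low values. A TPM of 2 corresponded to a mean coverage of 4.72, 6.84, 6.90 and 7.28 in the 4 libraries. Coordinates are as the deposited tables give them, without a stated build. The names of unplaced contigs in the tables are of the kind used for the rat assembly Rnor_6.0, but the build was not established, and exon and untranslated region annotation was not used here. Of the analysed symbols, 15057 (88.6%) were found in a reference gene table of another rat assembly (GRCr8), which was used for names only.

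Rows of the same symbol were summed, which concerned 462 symbols with more than 1 row, and rows spanning 200 bp or less were left out, which took the 17455 symbols to 16999. A gene was called higher or lower when its TPM was above 2 in the library with the higher value and the ratio was above 2. No p-value was computed for these comparisons, which have 1 library on each side. The number of genes expected by chance in both lists was the product of the list sizes divided by the number of genes in the background, with lists and background limited to genes above a TPM of 2 in both 6 h libraries (7621 genes, for genes higher) or in both 0 h libraries (7712 genes, for genes lower). Log2 changes were computed on log2(TPM + 1), which understates the change of genes with low values. Correlations across genes and gene lists used the 9201 genes with a mean TPM of at least 1 over the 4 libraries. There were 15 gene lists, with 387 genes in all. The median of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and a median below the 2.5 or above the 97.5 percentile was treated as standing apart. This percentile describes the 4 libraries and is not a test of the treatment. Several lists share members, such as 5 of the 14 genes used in the glucocorticoid list. The change common to both agents was tested with limma (eBayes with trend, two-sided, Benjamini-Hochberg adjustment) on the 8024 genes with a mean TPM of at least 2, with the agent as a block and 1 residual degree of freedom.

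The tests, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined. The rule comprised *Cyp2b1*, *Cyp2b2*, *Por*, *Alas1*, *Irf1*, *Mx2*, *Ccl6*, *Il33*, *Arntl*, *Nr1d1*, *Dbp*, *Per2* and *Cry1* in every library. It added the 5 called genes with the largest change per agent and direction, the 5 genes per direction with the largest smaller change among those called with both agents, and the 5 genes with the lowest adjusted p in the common change. For each list whose median stood apart, it added the 3 members with the largest change in that direction. This gave 68 genes, of which some are not reported here. Genes named outside the rule are said to be so where they appear, apart from *Rn7sl1*, albumin and the genes nearest to assembled loci.

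Each step was tested on simulated values. With 200 genes raised or lowered 4-fold, the rule of size for sevoflurane 6 h against 0 h recovered 100% of them among 9201 genes with 0 other calls. The simulated noise was small against a ratio of 2, so this gives no rate of false calls. Applied to the real controls, the same rule called 162 genes higher and 66 lower in the desflurane control. A list of 50 genes raised by 0.5 was placed at the 99.99 percentile, and 4% of 200 unchanged lists fell outside the 2.5 to 97.5 percentiles. The noise was drawn independently for each gene, whereas members of real lists can move together, so the 4% need not hold for them. Between the 2 controls, the interferon, leukocyte and lipid lists lay below every random list. The late-light clock, fasting and glucocorticoid lists lay above every one, while the hepatocyte and immediate early lists did not stand apart. Single animals can thus differ this much without 6 h of anesthesia. For the common change among 8024 genes, limma recovered 97.0% of genes changed by 1 and 100% of genes changed by 2 or 3 on the log2 scale, called 15 other genes, and made 0 calls on data with no change.

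The alternatives for counts of called genes were other TPM minimums (1 and 5), a ratio of 3, a ratio of TPM + 1, scaling by the median of ratios, FPKM, TPM rescaled to a common total without ribosomal RNA rows, single rows in place of summed rows, no length limit, exchanged controls, and the mean of the 2 controls. The mitochondrial chromosome holds no named gene in the tables, so leaving out mitochondrial rows changed nothing further. For lists and the correlation they were pseudocounts of 0.1 and 5, no minimum and a minimum mean TPM of 5, scaling, the mean of a list and exchanged controls. For limma they were the same pseudocounts and filters, scaling, no agent block, no trend, and each library left out in turn without the block. Assembled loci were used only where they overlapped no named gene, as described with the additional observations. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.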

Results

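Gene expression was measured by RNA sequencing in the livers of rats that inhaled sevoflurane or desflurane, a pair of halogenated agents used for general anesthesia. For each agent there was a control rat, decapitated as soon as it lost consciousness (0 h), and a rat kept under anesthesia for 6 h. Sevoflurane was given at 4.5% and desflurane at 6%. Each agent had a single concentration, so a difference between the agents cannot be told apart from a difference of dose. The 4 groups (sevoflurane 0 h, sevoflurane 6 h, desflurane 0 h and desflurane 6 h) held 1 library each, so no value below has a replicate error and a difference between libraries is a difference between single animals. The livers of the controls and of the anesthetized rats were also taken 6 h apart, so in every comparison of 6 h with 0 h the duration of anesthesia and the time of day change together. The aligned bases implied by the tables were 3.50 Gb for sevoflurane 0 h, 5.38 Gb for sevoflurane 6 h, 5.29 Gb for desflurane 0 h and 5.57 Gb for desflurane 6 h. Abundance was given as TPM, the number of transcripts scaled for gene length and library size. A gene at a TPM of 2 was therefore covered 4.72-fold on average in sevoflurane 0 h and between 6.84-fold and 7.28-fold in the other libraries. The number of genes above a TPM of 2 was 7881, 7951, 8094 and 7899 in the same order, and 4549, 4349, 4260 and 4186 of the 16999 analysed genes were listed at 0. The RNA component of the signal recognition particle, *Rn7sl1*, took between 18.0% and 20.7% of the TPM of named genes in each library, and albumin took between 6.91% and 7.50%.

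Each 6 h library was first compared with the control of the same agent. A change was called where the larger of the TPM values exceeded 2 and was more than 2 times the smaller. After 6 h of sevoflurane 417 genes were higher and 307 were lower than in the sevoflurane control. After 6 h of desflurane 343 genes were higher and 465 were lower than in the desflurane control. Applied to the 2 controls, which were both killed at loss of consciousness, the same rule called 162 genes higher and 66 lower in the desflurane control. That was 2.76% of the 8263 genes above the minimum, against 8.75% of genes with sevoflurane and 9.65% with desflurane. Between the 2 anesthetized animals, 182 genes were higher and 146 lower in desflurane 6 h than in sevoflurane 6 h. The setting that moved the counts of each agent most was a ratio above 3 in place of 2, which left 166 genes higher and 118 lower with sevoflurane and 169 higher and 142 lower with desflurane. The balance of the calls moved with the ratio, the scaling and the choice of control. Genes with higher expression made up 57.6% of the calls with sevoflurane and 42.5% with desflurane, but 58.5% and 54.3% with a ratio above 3, 51.4% and 54.1% after each library was scaled by the median of its ratios, and 44.9% and 57.1% when each 6 h library was compared with the control of the other agent. Over the 9201 genes with a mean TPM of at least 1, the median change of log2(TPM + 1) was 0.05 with sevoflurane and -0.10 with desflurane, and the desflurane control lay 0.11 above the sevoflurane control. Changes of gene lists are for this reason given beside random lists drawn from the same libraries, which carry the same shift.

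The changes with the 2 agents shared no library and were compared gene by gene. Of the genes called higher, 205 were called with both agents, where 15.1 were expected by chance. Of the genes called lower, 121 were called with both, where 14.0 were expected. Among the 417 genes higher with sevoflurane, 85.4% also had a positive change with desflurane, and among the 465 genes lower with desflurane, 79.4% also had a negative change with sevoflurane. Only 9 genes were called in opposite directions. *Rbp7*, *Sall1*, *Zbtb26* and *Znrd1as1* were higher with sevoflurane and lower with desflurane, and *Cep63*, *Gdf15*, *Gstm5*, *Insig1* and *Rnf125* were lower with sevoflurane and higher with desflurane. These 9 genes were named after their values were seen, and with a TPM minimum of 5 only *Insig1* and *Rnf125* remained. Across the 9201 genes, which are not independent replicates, the log2 changes had a Pearson r of 0.63 and a Spearman rho of 0.46, and 62.9% of genes had the same sign with both agents. The setting that moved r most was a minimum mean TPM of 5, which gave 0.71.

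**Figure D1:**
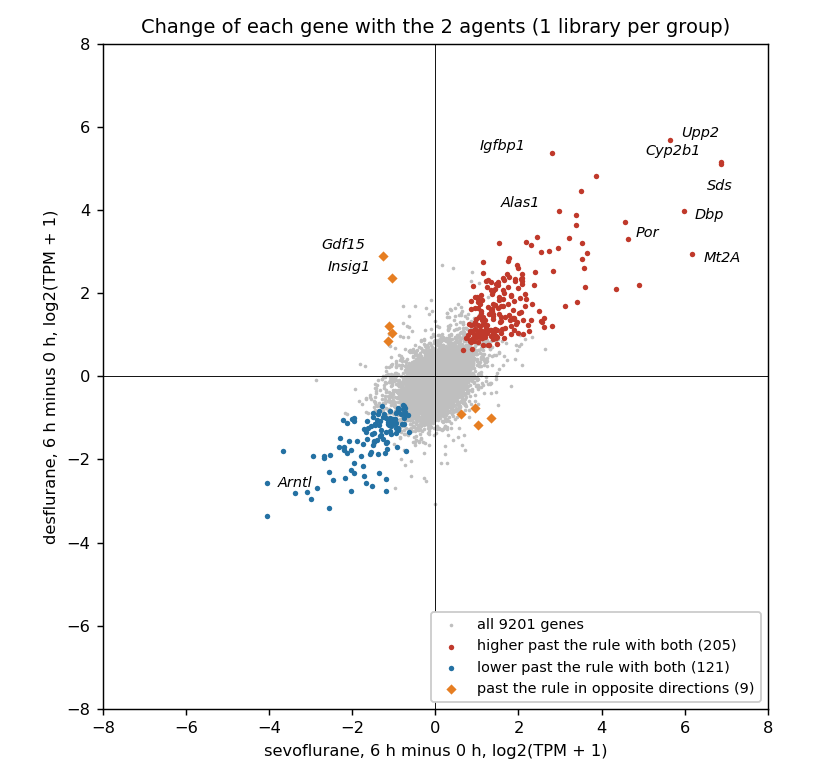
Change of log2(TPM + 1) from 0 h to 6 h with sevoflurane (x axis) and desflurane (y axis) for each of 9201 genes, with 1 library per group. Red and blue points are the 205 and 121 genes past the rule of size with both agents in the same direction, and orange diamonds are the 9 genes past the rule in opposite directions.

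Called genes are ranked here by their change of log2(TPM + 1), which can differ from a ranking by the ratio of TPM. The largest increases with sevoflurane among called genes were those of *Sds*, which rose from a TPM of 8.66 to 1135, *Cyp2b1*, from 5.73 to 790.0, *Mt2A*, from 6.98 to 580.2, *Dbp*, from 0.40 to 87.9, and *Upp2*, from 2.74 to 186. With desflurane they were those of *Upp2* (from 5.83 to 351), *Igfbp1* (from 2.74 to 154), *Cyp2b1* (from 12.1 to 465), *Sds* (from 19.8 to 714) and *Gadd45b* (from 1.60 to 72.5). *Mt2A*, on chromosome 19 from 11307966 to 11308740, differed strongly between the controls, at 6.98 in the sevoflurane control and 123 in the desflurane control, so its log2 change with sevoflurane was 6.19 against its own control and 2.23 against the other. Among the largest decreases with sevoflurane were those of *Arntl* (from 22.6 to 0.43), *Stac3* (from 295 to 22.3), *Gimd1* (from 18.4 to 0.87) and *Dipk2a* (from 38.0 to 3.58). With desflurane they included those of *Slc34a2* (from 23.5 to 1.74), *Scrn1* (from 18.9 to 1.36), *Osgin1* (from 67.0 to 7.73) and *Gimd1* (from 12.9 to 0.97). The decrease of *Scrn1* rested partly on its control, since the TPM in the sevoflurane control was 3.99. Ranked by the smaller of their 2 changes, *Upp2*, *Cyp2b1*, *Sds*, *Dbp* and *Gadd45b* led the genes higher with both agents, and *Osgin1*, *Gimd1*, *Dipk2a* and *Cyp4a2* were among those that led the genes lower with both. *Upp2* lies on chromosome 3 from 44806106 to 44846464 and *Sds* on chromosome 12 from 41620430 to 41627741.

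Genes of xenobiotic metabolism, which encode enzymes that modify and remove foreign compounds, were examined as a list of 77 genes, of which 70 had a mean TPM of at least 1. With sevoflurane 13 members were called higher and 1 lower, and with desflurane 14 were called higher and 1 lower. The median change of the whole list was 0.02 with sevoflurane, at the 77.1 percentile of 10000 random lists matched on expression, and turned to -0.04 under scaling by the median of ratios. With desflurane the median was 0.11, above every random list, and 0.22 under that scaling. The mean of the list, unlike its median, was outside the random lists with sevoflurane as well (0.43, 99.96 percentile). The difference between the changes with the 2 agents had a median of -0.02, at the 97.0 percentile. *Cyp2b1*, on chromosome 7 from 99158102 to 99181774, was 138-fold higher after sevoflurane and 38.4-fold higher after desflurane. *Cyp2b2*, on chromosome 1 from 83103925 to 83119578, rose from a TPM of 35.5 to 418 with sevoflurane and from 29.8 to 217 with desflurane. These are closely related genes and how shared reads were divided between them is not known, so each value is uncertain. Their summed TPM rose 29.3-fold, from 41.2 to 1208, with sevoflurane and 16.3-fold, from 41.9 to 682, with desflurane. *Por*, the reductase that serves cytochromes P450, on chromosome 12 from 23998411 to 24046814, rose from a TPM of 21.8 to 538 with sevoflurane and from 28.6 to 386 with desflurane. *Alas1*, the first enzyme of heme synthesis, on chromosome 8 from 114927706 to 114941038, rose from 73.5 to 582 and from 60.9 to 979. For these genes the differences between the controls, at most 0.96 on the log2 scale, were smaller than the smallest change, which was 2.82.

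Genes of the immune response were examined in a pair of lists. In the list of the interferon response, 48 of 57 genes were used and 44 of them had a negative change with sevoflurane and 42 with desflurane. The medians were -0.60 with sevoflurane and -0.51 with desflurane, both below every random list. No member was called higher, and 15 members were called lower with sevoflurane and 10 with desflurane. *Irf1*, on chromosome 10 from 39109530 to 39116532, fell from a TPM of 19.4 to 4.24 with sevoflurane and from 26.0 to 4.36 with desflurane. *Mx2*, on chromosome 11 from 38035513 to 38059579, fell from 31.1 to 9.43 and from 23.2 to 12.1, and only the former was past the rule. *Irgm* fell from 17.2 to 2.94 and from 15.6 to 3.85, and *Igtp* from 59.9 to 18.2 and from 77.9 to 12.3. In the list of leukocyte markers and cytokines, with 53 of 71 genes used, the median was -0.35 with sevoflurane, below every random list, and 0.03 with desflurane, at the 98.5 percentile. The mean of the list with desflurane was -0.07, opposite in sign to its median. With sevoflurane 1 member was called higher and 8 were called lower, and with desflurane 0 were called higher and 7 lower. The median difference between the agents in this list was 0.43, above every random list. The difference was not tested, since each agent had a single pair of animals. *Ccl6*, on chromosome 10 from 70798118 to 70802750, fell from 212 to 133 with sevoflurane and stood at 202 and 206 with desflurane. *Il33*, on chromosome 1 from 248132090 to 248147030, went from 11.2 to 15.0 with sevoflurane and from 15.4 to 9.06 with desflurane, and neither change of these 2 genes was past the rule. The members with the largest decreases with sevoflurane were *Ly86* (-1.19), *Xcl1* (-1.17) and *Klrk1* (-1.07), and *Xcl1* and *Klrk1* also fell with desflurane, by 1.74 and 1.18. The members with the largest increases with desflurane were *Gzmm* (0.90), *RT1-DMb* (0.88) and *Csf1r* (0.64).

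Since the control and anesthetized animals were killed at different times of day, genes of the circadian clock were examined next. All 9 genes used from the list that peaks late in the light phase were higher with both agents, with medians of 2.62 with sevoflurane and 1.80 with desflurane, above every random list. In the list that peaks around lights on, with 4 genes used, the median was -1.06 with sevoflurane (0.010 percentile) and -0.50 with desflurane (4.22 percentile), and the mean of the latter, -0.84, stood apart from random lists (0.54 percentile). *Dbp*, on chromosome 1 from 101687896 to 101692845, rose from a TPM of 0.40 to 87.9 with sevoflurane and from 1.92 to 44.8 with desflurane. *Nr1d1*, on chromosome 10 from 86683875 to 86690815, rose from 0.41 to 7.65 and from 2.41 to 7.95. *Per2*, on chromosome 9 from 98555156 to 98597323, went from 1.24 to 2.89 and from 1.51 to 2.10. *Arntl*, on chromosome 1 from 178039063 to 178137471, fell from 22.6 to 0.43 and from 17.6 to 2.14. *Cry1*, on chromosome 7 from 24534615 to 24634098, went from 4.99 to 3.31 and from 2.28 to 1.51. *Ciart* was listed at 0 in sevoflurane 0 h and reached 9.46 in sevoflurane 6 h, and it rose from 0.24 to 17.5 with desflurane. *Per3* rose from 0.21 to 11.8 with sevoflurane, and *Usp2* from 0.94 to 18.7 with desflurane. *Nfil3* fell from 17.7 to 7.66 with sevoflurane but stood at 15.2 and 18.0 with desflurane, and *Clock* fell from 8.73 to 3.80 with sevoflurane. The controls also differed in these genes. The median of the late-light list was 0.67 higher in the desflurane control, above every random list, and all 9 of its genes were higher there.

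**Figure D2:**
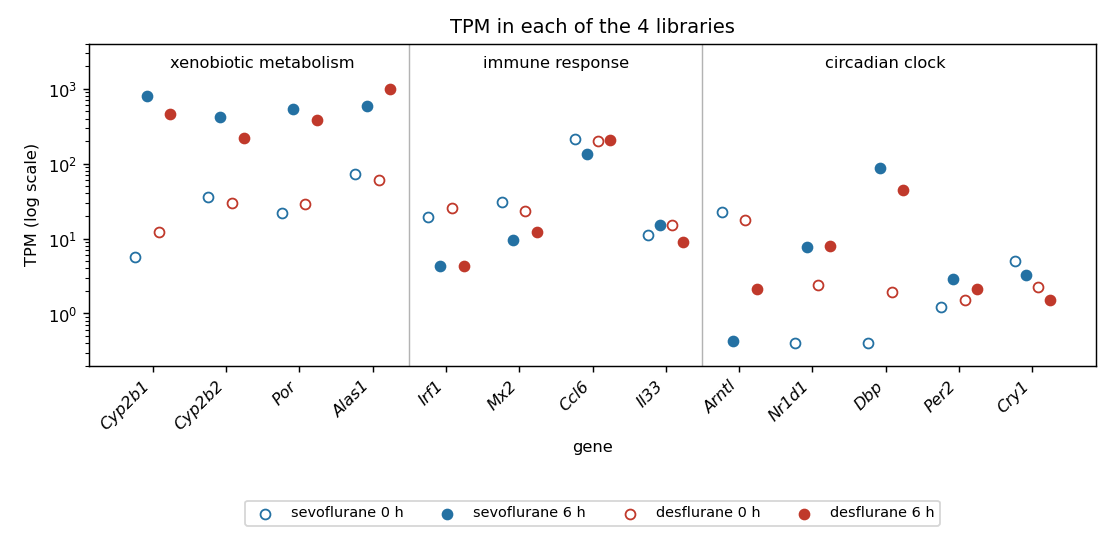
TPM (y axis, log scale) of 13 genes of xenobiotic metabolism, the immune response and the clock, grouped by function along the x axis, with 1 point per library, open for 0 h and filled for 6 h. The 4 xenobiotic genes were higher and *Irf1*, *Mx2* and *Arntl* lower at 6 h with both agents, while *Ccl6* fell with sevoflurane from 212 to 133 and stood at 202 and 206 with desflurane.

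The remaining lists were examined in the same way. The list of the fasting response had medians of 0.48 with sevoflurane and 0.90 with desflurane, and that of the glucocorticoid response 1.68 and 1.773, all above every random list. Over members with a mean TPM of at least 5, the fasting list no longer stood apart with sevoflurane (0.12, 92.1 percentile). *Lpin1* rose from a TPM of 5.58 to 74.0 and from 7.43 to 186, *Cpt1a* from 27.9 to 250 with sevoflurane and *Igfbp1* from 5.29 to 42.7 with sevoflurane. *Tat* rose from 123 to 529 and from 119 to 623, and *Zbtb16* from 0.67 to 8.39 with sevoflurane. *Mt1* rose from 13.2 to 424 with sevoflurane and from 140 to 650 with desflurane, so it shared the difference between controls seen for *Mt2A*. The list of lipid and sterol synthesis had a median of -0.97 with sevoflurane, below every random list, and 0.04 with desflurane, at the 95.3 percentile, where its mean was -0.14. By the rule, 8 members were lower and 0 higher with sevoflurane, and 5 were lower and 2 higher with desflurane. The controls differed by -0.60 in this list, and against the control of the other agent the medians became 0.28 and -0.57. *Hmgcs1* was among the members with the largest decrease with sevoflurane (from 212 to 47.5). The list of the amino acid and endoplasmic reticulum (ER) stress response had a median of -0.17 with sevoflurane (1.58 percentile) and 0.25 with desflurane (99.96 percentile), but over members with a mean TPM of at least 5 the median with sevoflurane was 0.21. The median difference between the agents was 0.51, and 0.39 over those members, both above every random list. *Fgf21*, *Cth* and *Phgdh* had the largest decreases with sevoflurane, by 2.86, 2.18 and 1.07 on the log2 scale, and *Cebpb*, *Trib3* and *Atf3* the largest increases with desflurane, by 2.52, 2.31 and 1.33. The TPM of *Fgf21* was 25.1 in the sevoflurane control and 5.94 in the desflurane control. The immediate early genes had a median of 0.17 with sevoflurane (82.3 percentile; its mean of 0.59 was at the 99.84 percentile) and 1.30 with desflurane, above every random list, led by *Gadd45b*, *Dusp1* (from 10.7 to 73.1) and *Jun* (from 7.27 to 40.0). The heat shock list had medians of -0.28 (0.58 percentile) and -0.76, the latter below every random list, and the mean with sevoflurane, -0.15, did not stand apart (9.84 percentile). *Hspb1*, *Hsp90aa1* and *Hsph1* led it with sevoflurane, with changes of -0.95, -0.66 and -0.50, and *Chordc1*, *Hsph1* and *Hspa8* with desflurane, with changes of -1.83, -1.59 and -1.24. *Hspa8* and *Hsp90aa1* are each listed at 3 loci whose values were summed, and *Hspa8* no longer fell with desflurane when the other control was used (0.036).

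The housekeeping list had a median of -0.22 with sevoflurane (0.82 percentile, and 13.1 percentile for its mean), led by *Pgk1* (-0.49), *Tbp* (-0.46) and *Actb* (-0.38), and -0.09 with desflurane (50.8 percentile), which became 0.015 under scaling by the median of ratios. The list of proteins secreted by hepatocytes had medians of 0.02 with sevoflurane (77.4 percentile, -0.036 under that scaling) and -0.14 with desflurane (16.5 percentile). Of the 21 genes of the pancreatic acinar list, which would mark neighboring tissue, 1 reached a mean TPM of 1, and it changed by 0.04 with sevoflurane and by 0.30 with desflurane. The red blood cell list, with 5 genes used, had medians of 1.36 with sevoflurane (99.97 percentile) and 0.90 with desflurane (99.86 percentile). It was led by *Hbb* (from 291 to 797 with sevoflurane), *Hba-a2* (from 158 to 411 and from 232 to 463), *Hba1* (from 160 to 411 and from 233 to 465) and *Hbb-b1* (from 30.3 to 57.3 with desflurane). *Hba1* and *Hba-a2* overlap on chromosome 10, from 15602794 to 15603649 and from 15577166 to 15603649, so their values are not separate measurements.

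**Figure D3:**
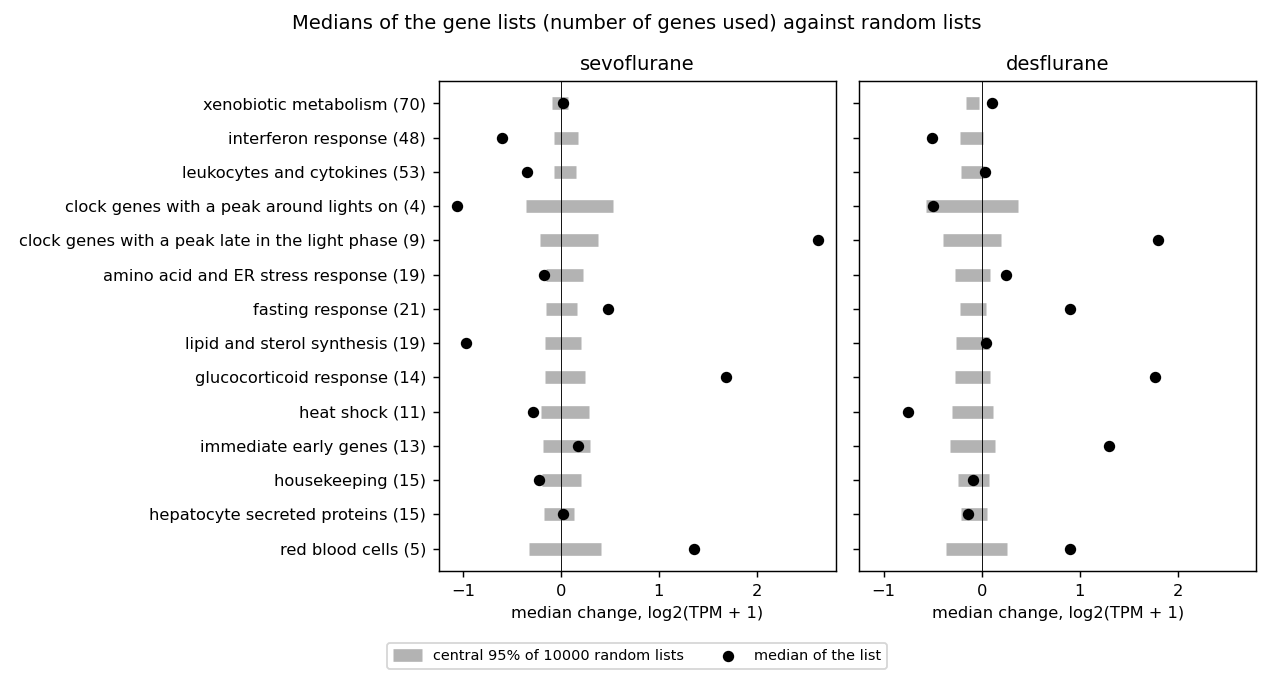
Median change of log2(TPM + 1) from 0 h to 6 h (x axis) in each gene list with at least 2 genes used (y axis, number of genes in brackets), with sevoflurane on the left and desflurane on the right. Points are list medians and gray bars the central 95% of 10000 random lists matched on expression, so the late-light clock list at 2.62 and 1.80 and the interferon list at -0.60 and -0.51 lie outside the bars with both agents.

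The change common to both agents was tested with limma on log2(TPM + 1) over the 4 libraries, with the agent as a block, so the disagreement of the 2 agents served as the spread. Of 8024 genes, 376 were higher and 316 lower at 6 h at a Benjamini-Hochberg adjusted p under 0.05. With 1 residual degree of freedom these calls lean on the spread that limma pools over genes, and they compare 2 animals with 2. The genes with the lowest adjusted p were *Upp2*, with a mean log2 change of 5.67 (SE 0.16, limma adjusted p of 1.3e-09), *Got1* with 3.52 (SE 0.15, adjusted p of 6.7e-08), *Cyp4a2* with -2.77 (SE 0.12, adjusted p of 6.7e-08), *Por* with 4.14 (SE 0.18, adjusted p of 6.7e-08) and *Edem1* with 2.87 (SE 0.13, adjusted p of 8.8e-08). Each of these 5 genes moved in the same direction with both agents. *Got1* lies on chromosome 1 from 263246248 to 263269762, *Cyp4a2* on chromosome 5 from 134196910 to 134207863 and *Edem1* on chromosome 4 from 140886644 to 140918654. Without a minimum of expression the test called 19 genes higher and 6 lower. Without the agent block it called 284 higher and 204 lower. Each library was also left out in turn without the block, which leaves 1 library on one side. Counts of genes from these fits are therefore not compared with the main fit, and only effect sizes are given. The mean log2 change of *Upp2* then ran from 5.21 to 6.12, and that of *Cyp4a2* from -3.32 to -2.22. The difference between the changes with the 2 agents has no residual degree of freedom in this design and was not tested for any gene.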

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

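Of the tests in this part, those of the leukocyte and amino acid lists in the 6 h libraries and of the assembled loci between controls were written down before their values were seen, and all others were chosen or rewritten afterwards, which for the lipid list in the 6 h libraries, the opposite genes between controls and the loci near named genes was after a first value was known and changed how that value was read.

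The median of the genes of leukocytes and cytokines went down with sevoflurane and not with desflurane, and the median difference between the 2 changes was 0.43 (log2). The calls by the rule were closer, with 8 members lower and 1 higher with sevoflurane and 7 lower and 0 higher with desflurane. Like the other differences between agents in this part, it was not tested, because each change rests on 1 animal per group and an interaction has no residual degree of freedom. Agent and dose are also not separated in any of these differences, since each agent was given at 1 concentration. A difference between the controls does not account for all of it, since the list was higher in desflurane 6 h than in sevoflurane 6 h, by a median of 0.33, above every random list. The controls add to it, since the list was lower in the desflurane control, with a median of -0.053, below every random list. A factor per library would move random lists alike, and the difference of 0.43 was above every one of them. Members with a mean TPM of at least 5, on which the lower depth of the sevoflurane control weighs less, gave 0.67, also above every random list. Less blood in the sevoflurane 6 h piece of liver would have lowered red blood cell genes too, but these had a median change of 1.36 with sevoflurane. The mean of the list gave a smaller difference (0.28). A difference between the agents in the number or state of leukocytes of the liver remains a candidate explanation, as does a difference between single animals, and neither was tested.

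The list of the amino acid and ER stress response had medians of opposite sign, with a difference between the agents of 0.51. The list was higher in desflurane 6 h than in sevoflurane 6 h by 0.73, above every random list, so the controls do not account for the whole difference. The opposite signs of the medians depend on members of low expression. The 7 of 19 members with a mean TPM under 5 all fell with sevoflurane, and over the other 12 the median was 0.21 with sevoflurane and 0.18 with desflurane. The difference between the agents does not depend on them, since over those 12 members it was 0.39, above every random list. The members that fell most with sevoflurane, *Fgf21* and *Cth*, are also among those 12. *Fgf21* stood at 25.1 in the sevoflurane control and 5.94 in the desflurane control, and at 2.59 and 5.52 at 6 h. A stronger response to desflurane in the 6 h animals remains open as a hypothesis.

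The median of the list of lipid and sterol synthesis fell with sevoflurane and not with desflurane, with a median difference of 0.56. By the rule, 8 members were lower and 0 higher with sevoflurane and 5 lower and 2 higher with desflurane, where the mean of the list was -0.14. The 6 h libraries gave no higher value with desflurane (-0.15, 2.46 percentile), while the controls differed by -0.60. The difference between agents may thus come from the controls, and with exchanged controls it was -0.75. Why the controls differed was not tested.

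The 9 genes past the rule in opposite directions are weighed together. The difference between the log2 changes with desflurane and sevoflurane was -1.73 for *Rbp7*, -2.19 for *Sall1*, -1.53 for *Zbtb26*, -2.32 for *Znrd1as1*, 1.998 for *Cep63*, 4.15 for *Gdf15*, 2.09 for *Gstm5*, 3.39 for *Insig1* and 2.33 for *Rnf125*. None of these differences was tested. Past the ratio, 7 of the 9 genes differed between the 6 h libraries and 8 between the controls. Opposite changes of this size force a difference at one of the times, so the numbers do not decide whether the controls account for the pattern. Low expression is a candidate explanation for most of these genes, since a TPM minimum of 5 left 2 of them (*Insig1* and *Rnf125*) and 75.2% of the genes past the rule with both agents. *Insig1*, a gene of sterol regulation, stood at a TPM of 143 and 53.6 in the controls and at 69.5 and 279 at 6 h, and *Rnf125* at 62.0 and 22.6 and at 28.2 and 53.9, in the order sevoflurane and desflurane. For these 2 genes a difference between the agents and a difference between single animals both remain open.

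Loci assembled from the reads outside named genes, which the comparisons above leave out, also changed. Of 734 loci matched in all 4 libraries by a reciprocal overlap of at least 0.8, 26 were past the rule with both agents in the same direction, 10 higher and 16 lower. The controls gave 30 loci past the rule, fewer than sevoflurane (87) or desflurane (75). The changes with desflurane do not involve the shallower sevoflurane control. For the changes with sevoflurane, this count cannot exclude an effect of depth, because only loci assembled in all 4 libraries were kept. Transcripts running past a named gene explain little of the set, since 3.85% of the 26 loci, or 1 locus, lay within 10 kb of a named gene of the same strand that changed the same way with both agents. That locus, on chromosome 7 from 99142461 to 99155560, lies 2542 bp from *Cyp2b1* and rose from a TPM of 0.88 to 297 with sevoflurane and from 2.61 to 163 with desflurane. It could be part of a *Cyp2b1* transcript or reads of related *Cyp2b* genes, which was not tested further. A locus on chromosome 2 from 235738441 to 235760349 rose from 10.5 to 94.6 and from 7.06 to 70.1, with the nearest named gene, *Ostc*, at 55979 bp on the other strand. Among loci that fell were one on chromosome X from 60210454 to 60211716 (from 48.5 to 7.16 and from 37.8 to 1.08) and one on chromosome 9 from 93061865 to 93070456 (from 94.7 to 28.7 and from 89.6 to 20.7). The latter lies 10162 bp from *Psmd1*, just past the limit of 10 kb on the same strand, but *Psmd1* was not past the rule with either agent (from 51.8 to 47.4 and from 53.1 to 49.5). These loci were named after their values were seen. Genes missing from the annotation and time of harvest stay open for them.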

How the results depend on the processing

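No alternative was added after results were seen, but the yardstick for a moved list median was set after the main values and before the alternatives were computed, as larger than 0.5 times the width of the central 95% of matched random lists, in place of an earlier plan of 1 SD. A count is taken as moved beyond 1.5 times, a correlation outside its 95% interval, and a named gene by more than the control difference divided by the square root of 2. The interval of the correlation treats genes as independent, which they are not, so it is too narrow and serves only as a yardstick. The cause of a change below was not tested unless it follows from the setting itself, such as fewer genes passing a stricter rule.

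For counts, a TPM minimum of 1 gave 273 genes higher and 110 lower in the desflurane control, 275 higher and 248 lower in desflurane 6 h against sevoflurane 6 h, and 22 in opposite directions. A minimum of 5 gave 195 genes lower with sevoflurane, 271 lower with desflurane, 77 higher and 24 lower between controls, 101 higher and 56 lower between the 6 h libraries, 80 lower with both agents and 2 in opposite directions. A ratio above 3 gave 166 higher and 118 lower with sevoflurane, 169 and 142 with desflurane, 36 and 10 between controls, 50 and 33 between the 6 h libraries, 85 and 48 with both agents, and 3 in opposite directions. The ratio of TPM + 1 gave 271 genes lower with desflurane, 62 higher and 22 lower between controls, 98 and 58 between the 6 h libraries, and 5 in opposite directions. Scaling by the median of ratios gave 107 genes higher in the desflurane control. FPKM gave 91 genes there, 91 lower in desflurane 6 h against sevoflurane 6 h and 5 in opposite directions. Without the length limit 14 genes went in opposite directions. With exchanged controls 271 genes were higher with sevoflurane and 18 went in opposite directions. The mean of the 2 controls, rows kept single and TPM without ribosomal RNA moved no count beyond 1.5 times. The correlation across genes was 0.60 with a pseudocount of 0.1, 0.69 with 5, 0.59 without a minimum, 0.71 with a minimum mean TPM of 5 and 0.65 with exchanged controls.

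For list medians, a pseudocount of 0.1 gave -0.74 for interferon with sevoflurane, 3.93 and 2.77 for the late-light clock genes with sevoflurane and desflurane and 1.06 between controls. It gave 0.67 for fasting with sevoflurane, 1.98 for glucocorticoid with desflurane, and differences between agents of 0.80 for amino acid and ER stress and 0.76 for lipid synthesis. A pseudocount of 5 gave -0.42 and -0.32 for interferon, 1.69 and 1.09 for late-light clock genes, 0.21 and 0.56 for fasting, 1.21 and 1.19 for glucocorticoid (sevoflurane and desflurane), -0.61 for lipid synthesis with sevoflurane, -0.51 for heat shock and 0.97 for immediate early genes with desflurane. The differences between agents were 0.25 for leukocytes, -0.42 for late-light clock genes, 0.28 for lipid synthesis, -0.37 for heat shock and 0.60 for immediate early genes, and those between controls 0.25 for late-light clock genes, 0.198 for fasting, -0.495 for lipid synthesis and 0.206 for glucocorticoid.

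Without a minimum, the control difference was 0.066 for xenobiotic metabolism and 0.12 for amino acid and ER stress, the difference between agents 0.40 for lights-on clock genes and -0.18 for heat shock, and glucocorticoid with desflurane 1.52. Heat shock between the 6 h libraries turned to 0.0024. A minimum mean TPM of 5 gave 0.30 for leukocytes with desflurane and 0.67 for their difference, 1.33 for the difference in lights-on clock genes, 3.22 and 3.34 for late-light clock genes, 0.12 and 0.18 for fasting (sevoflurane and desflurane) and 1.58 for glucocorticoid with desflurane. The amino acid list turned to 0.21 with sevoflurane and -0.0500 between controls. Scaling by the median of ratios gave 0.22 for xenobiotic metabolism with desflurane, 0.15 for its difference between agents and 0.037 between controls. It gave differences between agents of 0.31 for interferon, 0.59 for leukocytes, 0.32 for fasting, 0.27 for housekeeping and 0.037 for hepatocyte proteins, and control differences of -0.19, -0.17, 0.23, -0.18 and -0.096 in the same order.

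The mean of a list gave 0.43 and 0.34 for xenobiotic metabolism, 2.96 and 2.18 for late-light clock genes and 0.76 and 1.08 for fasting (sevoflurane and desflurane). It gave -1.66 for lights-on clock genes and 0.59 for immediate early genes with sevoflurane, and -0.066 for leukocytes, -0.14 for lipid synthesis and 1.55 for glucocorticoid with desflurane. Differences between agents were 0.28 for leukocytes, 0.32 for fasting and -0.0058 for glucocorticoid, and control differences 0.022 for amino acid and ER stress, 0.22 for fasting and 0.67 for glucocorticoid. Exchanged controls gave -0.13 and 0.23 for xenobiotic metabolism, 1.87 and 2.67 for late-light clock genes, 0.28 and -0.57 for lipid synthesis, 1.15 and 2.08 for glucocorticoid, -0.67 and -0.32 for heat shock and 0.70 and 1.53 for red blood cells (sevoflurane and desflurane), and -0.64 for interferon and 0.43 for amino acid and ER stress with desflurane. Differences between agents were then 0.27 for xenobiotic metabolism, -0.035 for interferon, 0.30 for leukocytes, 0.79 for late-light clock genes, 0.60 for fasting, -0.75 for lipid synthesis, 0.95 for glucocorticoid, 0.17 for heat shock and 0.73 for red blood cells. Among named genes, *Hspa8* turned to 0.036 with desflurane under exchanged controls. Other changes that were not past the rule also took the other sign with exchanged controls. These were *Ccl6* with desflurane and *Il33*, *Cry1*, *RT1-DMb*, *Csf1r*, *Hspa8* and *Tbp* with sevoflurane. Under scaling by the median of ratios *Fgf21* turned from -0.091 to 0.0068 with desflurane.

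Of 75 list medians, those within the yardstick were 66 with a pseudocount of 0.1, 51 with 5, 66 without a minimum, 63 with a minimum of 5, 62 under scaling and 57 for means, and 22 of 45 with exchanged controls. Medians that no longer stood apart from random lists numbered 1, 4, 7, 7, 1, 9 and 8 in that order, among them amino acid and ER stress with sevoflurane under a pseudocount of 5, no minimum, a minimum of 5 and scaling. The interferon, late-light, glucocorticoid and red blood cell lists stood apart with both agents in every alternative. Of 136 values of named genes, 100 stayed within their yardstick with a pseudocount of 0.1, 124 under scaling and 121 without ribosomal RNA, but 0 with exchanged controls, since the control difference is what sets the yardstick.

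In the common change tested with limma, no minimum gave 19 genes higher and 6 lower among 13629, the fit without the agent block 204 lower, and eBayes without trend 170 lower. With each library left out in turn and no block, a lone library on one side being assumed to vary like the others, counts ran from 106 to 317 higher and from 57 to 274 lower. Without sevoflurane 0 h they were 106 and 57, without desflurane 0 h 188 and 95, and without desflurane 6 h 228 and 183. *Upp2*, *Got1*, *Cyp4a2*, *Por* and *Edem1* stayed under an adjusted limma p of 0.05 in all 11 alternatives, with largest values of 0.0134, 0.0363, 0.0363, 0.0471 and 0.0369. Depth limits low genes most, and the sevoflurane control, with 3.50 Gb of aligned bases, is the least precise library.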

Other observations

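The test of the correlation without clock genes and that of the glucocorticoid list in the controls were written down before their values were seen, and all other tests in this part were chosen afterwards.

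The genes shared by the 2 agents were not produced by the scaling, since after scaling by the median of ratios 332 genes were past the rule with both agents in the same direction, where 28.7 were expected by chance. Whether the shared change belongs to anesthesia or to a harvest 6 h later cannot be told apart here. Without the 13 clock genes, the correlation of the changes over the other 9188 genes was 0.62, a value that both explanations allow, because each 6 h animal was both anesthetized and killed later. In the common change of the 4 libraries, 1 of the 3 splits into 2 pairs, the real one, gave as many genes. Without the agent block, the split by time gave 488 genes and the other two gave 0, with 1608, 86 and 123 genes at an unadjusted limma p under 0.05. With 3 splits chance cannot be excluded at 0.05.

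Of the 13 clock genes used, 12 went in the direction of a later hour of the light phase with both agents, and the exception was *Nfil3* with desflurane. A later hour of harvest is a candidate explanation for these genes. The anesthetics acting on the clock stay open as well, since the design gives no animal that was killed later without anesthesia.

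The late-light clock genes were also higher in the desflurane control than in the sevoflurane control, by a median of 0.67. The lights-on clock genes were lower there, with a median of -0.27 (0.25 percentile), so the desflurane control may have been killed later in the day than the sevoflurane control. The hour of each harvest is not given in the sources used here. The lower depth of the sevoflurane control leaves the difference unexplained, since the difference of 0.67 was above every one of 10000 random lists drawn from the 13078 genes above 0 in a control and matched on the mean of the 2 controls, whose central 95% ran from -0.14 to 0.29.

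*Mt1* and *Mt2A* differed more between the controls than most named genes. Reads moved between these near-identical genes do not account for this, since the sum of both genes differed by 3.64 on the log2 scale, from a TPM of 20.2 to 263. The rest of the glucocorticoid list had a median of 0.28 in the desflurane control against the sevoflurane control (98.84 percentile), but its members went both ways, with 7 higher and 5 lower in the desflurane control. Whether a glucocorticoid response was already higher in that animal is therefore left open.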
